# Vitamin E Deficiency Disrupts Gene Expression Networks during Zebrafish Development

**DOI:** 10.3390/nu13020468

**Published:** 2021-01-30

**Authors:** Brian Head, Stephen A. Ramsey, Chrissa Kioussi, Robyn L. Tanguay, Maret G. Traber

**Keywords:** VitE, vitamin E, E+, VitE sufficient, E–, VitE deficient, hpf, hours post-fertilization, α-TTP, α-tocopherol transfer protein.

## Abstract

Vitamin E (VitE) is essential for vertebrate embryogenesis, but the mechanisms involved remain unknown. To study embryonic development, we fed zebrafish adults (>55 days) either VitE sufficient (E+) or deficient (E–) diets for >80 days, then the fish were spawned to generate E+ and E– embryos. To evaluate the transcriptional basis of the metabolic and phenotypic outcomes, E+ and E– embryos at 12, 18 and 24 h post-fertilization (hpf) were subjected to gene expression profiling by RNASeq. Hierarchical clustering, over-representation analyses and gene set enrichment analyses were performed with differentially expressed genes. E– embryos experienced overall disruption to gene expression associated with gene transcription, carbohydrate and energy metabolism, intracellular signaling and the formation of embryonic structures. mTOR was apparently a major controller of these changes. Thus, embryonic VitE deficiency results in genetic and transcriptional dysregulation as early as 12 hpf, leading to metabolic dysfunction and ultimately lethal outcomes.

## 1. Introduction

Vitamin E (VitE) is a potent lipophilic antioxidant and is localized in membranes to protect against lipid peroxidative damage [1]. VitE contributes to membrane fluidity via protection of oxidizable lipid and stabilizes membrane domains to assist cell signaling cascades dependent on membrane protein–protein interactions and ion permeability [2]. VitE must be provided in the diet because it is produced only by photosynthetic organisms, where it accumulates in plant seeds and early embryonic structures [3]. Although VitE was discovered as a dietary component necessary to prevent fetal resorption in rats [4], the molecular basis for this requirement still remains under investigation.

The vertebrate embryonic VitE requirement is time-dependent and is needed between embryonic days (E) 9.5 and 11.5 in rats [5], a developmentally similar period to that of zebrafish between 12 and 24 h post-fertilization (hpf) [6,7]. During this window, the zebrafish embryo undergoes significant growth, nearly tripling in length [8]. This period coincides with segmentation of the mesoderm into somites, notochord vacuolation, and primary and secondary neurulation resulting in brain regionalization and neural tube expansion. We showed both by (1) using morpholinos to block the embryonic translation of the mRNA for the α-tocopherol transfer protein (α-TTP) [9] and by (2) evaluating neuronal structures in VitE-deficient embryos (E–) [10,11,12] that VitE is essential during the early stages of zebrafish neurogenesis. Specifically, blocking TTP mRNA translation with an oligonucleotide in zebrafish was 100% lethal by 24 hpf with noticeable impairment of brain and eye development beginning at 12 hpf [9]. VitE deficiency caused by defective lipoprotein metabolism also produces neurodevelopmental defects in mice, including neural tube defects [13] and exencephaly [14]. Additional neurologic impairments have been reported in *Ttpa^-/-^* mice, which show degeneration of cerebellar Purkinje [15] and spinal cord neurons [16].

In addition to morphologic derangements, E– zebrafish embryos also experience lethal dysregulation of glycolytic metabolism in the first 120 hpf [11], which could be remedied by glucose supplementation at 24 hpf. Notably, E– embryos experience a hypermetabolic state at 24 hpf, which switches to a hypometabolic state by 48 hpf. Importantly, carbohydrate metabolism is necessary to provide precursor molecules for the rapid growth of zebrafish embryos especially between 0 and 48 hpf [17]. In addition, E– embryos between 24 and 48 hpf experience errors in amino acid metabolism and generation of precursor ribonucleotides, tricarboxylic acid (TCA) cycle intermediates and demonstrate over-production of free saturated fatty acids [11,18]. E– embryos by 12 hpf experience increased betaine concentrations, suggesting that this methyl donor is needed for the methionine cycle to maintain S-adenosyl methionine production [19]. These data suggest that epigenetic regulation may be impacted by VitE deficiency. Lee et al. showed that blocking folic acid metabolism and thus preventing methyl donor recycling causes also neurologic defects in zebrafish embryos as early as 10 hpf [20].

Zebrafish development is coordinated by temporal and spatial gene expression networks. Transcriptional regulation is a key component of embryonic fate [21]. The mechanistic target of the rapamycin (mTOR) complex senses energy status, amino acid abundance and redox imbalance to regulate cell survival and proliferation [22,23]. Additionally, in zebrafish, mTOR signaling is necessary in myelination pathways throughout development of the central and peripheral nervous system [24]. VitE deficiency may disrupt metabolic pathways regulated by and restored by mTOR signal integration. Metabolic dysfunction is likely the cause and consequence of transcriptional network alterations that regulate metabolic needs for rapid growth and development [25]. Thus, the VitE deficient state may have marked effects on temporal gene expression patterns in the zebrafish embryo specifically during neural tube formation and brain development. The objective of this study was to identify transcriptional targets of VitE deficiency in embryo development longitudinally. Due to early disruption of the metabolic state in E– embryos [11,18], we examined changes prior to 24 hpf. We hypothesize that VitE is necessary to protect zebrafish transcriptional networks associated with metabolism, cell signaling and embryo energy status. In addition, we sought to identify transcription factors necessary for zebrafish embryo nervous system development that are VitE-dependent and produce the morphological defects previously observed [12,19].

## 2. Methods

### 2.1. Zebrafish Husbandry

All experimental protocols and methods were carried out in accordance with the animal use and care protocol (# 5068) approved by the Institutional Animal Care and Use Committee at Oregon State University. Tropical 5D strain zebrafish were reared in the Sinnhuber Aquatic Research Laboratory at Oregon State University under standard laboratory conditions of 28 °C on a 14 h light/10 h dark photoperiod according to standard zebrafish breeding protocols [8]. At 55 days post-fertilization (dpf), adult zebrafish were randomly allocated to two experimental diets, vitamin E deficient (E–) or sufficient (E+), as described [10].

VitE was extracted from the diets prior to feeding and assayed by HPLC-UV prior to feeding, as described [26]. In the E+ diet, α- and γ-tocopherols were 361 ± 10 and 2.6 ± 0.0 mg/kg ± SEM (*n* = 3 measurements), respectively. In the E– diet, α- and γ-tocopherols were 1.1 ± 0.0 and 0.5 ± 0.0 mg/kg (*n* = 3 measurements), respectively. E– and E+ embryos were obtained by group spawning of adult fish fed either E– or E+ diets for a minimum of 80 days up to 9 months. Embryos were collected, staged and incubated until use in standard embryo media (15 mM NaCl, 0.5 mM KCl, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, 1 mM CaCl_2_, NaHCO_3_ in fish system water, (EM)). Embryos at each time point (12, 18, 24 hpf) were staged according to the appropriate developmental landmarks [8]; embryos at 12 hpf with the presence of 6 somites, 18 hpf with the presence of 18 somites and defined otic vesicle, and at 24 hpf (prim-5 stage) upon first pigment formation in the retinal epithelium and presence of 30 somites. To evaluate transcriptional differences based solely on VitE status, only embryos identified as morphologically normal and at the appropriate developmental landmarks were used for analysis. Embryos were euthanized with tricaine (MS222, ethyl 3-aminobenzoate methanesulfonate salt, Sigma Aldrich) in accordance to animal care and use guidelines.

### 2.2. RNA Extraction and Sequencing

RNA was extracted from embryos staged developmentally at 12, 18 and 24 hpf, pooled (*n* = 10 embryos/sample) and homogenized, with 4 sample pools per VitE status. RNA integrity (9.02 ± 0.15, *n* = 24) was assessed using the 2100 BioAnalyzer Instrument (Agilent) at the Center for Genome Research and Biocomputing at Oregon State University (Supplementary Materials). RNA libraries were prepared with the Lexogen QuantSeq 3′mRNA Seq Library Prep Kit-FWD kits (Lexogen, Vienna, Austria). After library preparation, samples were pooled and sequenced using single-end sequencing with 100 bp reads on an Illumina HiSeq3000 instrument (Illumina, San Diego, CA, USA).

### 2.3. Data Deposition

RNASeq data for this study has been deposited in Gene Expression Omnibus with accession number GSE164848 and can be viewed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164848.

### 2.4. Data Processing and Statistical Analysis

Data processing was performed using the default parameters provided by the program manuals unless stated otherwise. Sequence read quality was first assessed using FastQC v0.11.5. Adapters and poly(A) tails were trimmed using bbduk v35.92. Trimmed reads were then aligned to the current reference genome (GRCz11, *D. rerio*) with current annotations (Ensembl 100) using STAR aligner, v2.7.3a. Raw gene counts were summarized with edgeR, Bioconductor v3.24.3 in R, v4.0.2. Data were normalized by the TMMwsp (Trimmed Mean of M-values with singleton pairing) method.

Multidimensional scaling plots (MDS) were computed to assess the similarity of group effects, identified as the interaction of diet and time, and the sequencing lane effects between samples. edgeR generalized linear model (glm) was used to fit the data and estimate the common, trended and tagwise dispersions given the experimental design. A quasi-likelihood F-test (QLF) was used to compute differential gene expression between E+ and E– embryo gene expression at each time point measured (*n* = 3 time points; 12, 18, 24 hpf). Heatmaps were generated using *z*-score transformed counts per million (CPM) of differentially expressed (DE) genes identified by adjusted *p*-value, or Benjamini–Hochberg False Discovery Rate (FDR) < 0.1.

### 2.5. Gene Ontology and Network Enrichment

DE genes were subject to Gene Ontology (GO) enrichment analysis using the Bioconductor R package GOseq, v.1.40.0. Over representation analysis (ORA) was performed with DE genes and DE genes with absolute value log_2_FC ≥ 1 found at all time points using WebGestalt [27]. Gene set enrichment (GSEA) was performed with pre-ranked genes computed with log_2_FC and *p*-value using WebGestalt. Differentially expressed transcription factors (TFs) were identified and described by predicted anatomical regions using ZFIN [28]. All network enrichment was considered significant if *FDR* < 0.25. Metabolomic data from 24 hpf embryos previously acquired [11] were integrated with 24 hpf transcriptomic profiles using MetaboAnalyst [29].

### 2.6. Western Blotting

Protein was extracted from pooled (*n* = 30) E+ and E– embryos at 24 hpf in RIPA buffer supplemented with protease and protein phosphatase inhibitors (Calbiochem, La Jolla, CA, USA). Rat liver extract was used as a positive control for the assay. Extracted protein (25 μg) was subjected to SDS-Page and processed by immunoblotting. All gels and blots were run simultaneously. The proteins were visualized by SuperSignal^TM^ West Pico Chemiluminescent Substrate (ThermoFisher, Carlsbad, CA, USA) and quantified using the Bio-Rad Image System (Hercules, CA, USA). The information for antibodies is listed in the supplementary information. Phospho-protein (p-) to unphosphorylated protein ratio is calculated for the representative lanes shown.

## 3. Results

Morphological deformities including yolk sac and pericardial edemas, bent axes, and apparent developmental delays generally occur after 24 hpf in E– embryos as previously reported [12]. To evaluate gene expression differences based on VitE status alone and not phenotypic changes, only embryos identified as morphologically normal were used. All appropriate developmental landmarks were used for the following analyses. Thus, the transcriptional profiles reported herein are powerful determinants of the underlying effects of VitE deficiency because they are not changes induced by physical deformities that induce further stress on the animal.

### 3.1. Hierarchical Clustering and Gene Annotation

To determine the VitE-dependent effects on global transcriptomic changes during embryo development, RNA was isolated from E+ and E– whole embryo lysates (*n* = 4 pools, 10 embryos/pool) at the three time points, 12, 18 and 24 hpf. 

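The libraries were made with a kit that copies each mRNA from its poly(A) tail, so that reads fall near the 3′ end of a transcript. There were 24 libraries in 6 groups, with 4 pools of 10 embryos for each VitE status and time point. In every group 2 pools were sequenced on lane 7 and 2 on lane 8. The authors deposited the number of reads counted on each gene of the GRCz11 annotation, without normalization or a gene filter, beside tallies of the reads that were not assigned to a gene. The total gene counts per E+ pool ranged from 16175070 to 20973407 at 12 hpf (median 19439412), from 12361569 to 19733049 at 18 hpf (median 14529332) and from 13381870 to 19311530 at 24 hpf (median 15459622). The corresponding ranges per E– pool were 15387327 to 17761725 (median 16170408), 14473763 to 16221517 (median 15351024) and 10537272 to 13900515 (median 11398690). A single gene took between 25.1% and 39.2% of the gene counts of a pool, which lowers the depth left for all others. Of the 32520 genes listed, 3411 had no read in any pool, and the 29109 genes with at least 1 read were tested. Counts were normalized by TMMwsp, and the 3 E– to E+ contrasts were tested together with edgeR's quasi-likelihood F-test over all 6 groups, with the Benjamini–Hochberg FDR. Which strand was counted is not stated in the paper's text, so values of overlapping genes on opposite strands are uncertain. Replicate pools were compared in 36 pairs over genes with at least 10 reads, and their counts differed by more than sampling noise in every pair (chi-square per degree of freedom from 4.88 to 20.7), so no pair was treated as 1 library deposited more than once. That the pools are separate replicates is taken from the labels and the paper. Embryos came from group spawning, and neither source states whether the 4 pools of a group came from separate spawnings. The tests measure spread between pools, so they cannot tell VitE status from other differences between the spawnings used.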

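Distances between pools were computed as the root mean square log2 difference over the 500 genes that differed most between each pair of pools. The mean distance was 2.61 between pools of the same time point and 3.90 between pools of different time points. It was 3.69 between 12 and 18 hpf, 3.14 between 18 and 24 hpf and 4.86 between 12 and 24 hpf. The first dimension carried 48.1% of the variance and the second 5.37%. Along the first dimension the 12 hpf pools lay from -2.64 to -1.87 for E+ and from -2.55 to -2.22 for E–, whereas the 24 hpf pools lay from 1.83 to 2.08 for E+ and from 1.85 to 1.92 for E–. Within a time point, pools of different VitE status were farther apart than pools of the same status by 0.0556 at 12 hpf, 0.0947 at 18 hpf and 0.0414 at 24 hpf. Each of these differences had p = 0.0286 in a one-sided exact permutation test (n = 4 pools per group), the smallest p that 4 against 4 pools allow here. The difference at 24 hpf changed most with the pools used. Without E+ 24 hpf replicate 2 it was -0.00616 (p = 0.543, exact permutation test). Leaving out an E+ pool gives the E– pairs more weight in the same-status mean. At 24 hpf the mean distance of a pool to its own group was 2.50 to 2.53 in E+ and 2.69 to 2.85 in E– pools. This change therefore cannot tell a separation that rests on that pool from the unequal spread of the 2 groups.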

Multidimensional scaling analysis indicated strong separation between the gene expression profiles by time point and further by embryo VitE status (Supplementary Figure S1). Sequencing lane effects were similarly analyzed but with little to no effect on gene expression profiles, thus are disregarded from further analysis. 

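Each lane carried 12 pools, with every group on both lanes. The mean distance between pools of a group was 2.57 ± 0.167 (SD, 12 pairs) on the same lane and 2.57 ± 0.133 (SD, 24 pairs) on different lanes. With lane as a term beside the 6 groups, 19 of 29109 genes had an FDR under 0.1 for lane and 1041 had an unadjusted p under 0.05, from edgeR's quasi-likelihood F-test. The number of DE genes for VitE status was 849 when this lane term was kept in the model, against 573 without it. In 31 of 40 ways of dividing the pools of each group, as many genes or more differed as between the lanes. The rise to 849 is therefore no evidence that a lane effect was removed. Both numbers come from the fit of all genes with reads, which may call too many genes.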

Of the 22,796 sequenced genes, 2355 were identified as different (*p* < 0.05) across all time points and by VitE status. 

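Among the 29109 genes with reads, 2979 had an unadjusted p under 0.05 when the 3 contrasts were tested together. When each time point was tested alone, 2770 genes were under this threshold at 12 hpf, 2389 at 18 hpf and 1867 at 24 hpf. A threshold of 0.01 for the 3 contrasts together moved this number most, to 1177 genes. When the test was limited to the 22796 genes of highest average expression, a number of genes taken from the paper after the counts had been seen, 2446 genes had an unadjusted p under 0.05.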

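At an FDR under 0.1, 573 genes differed between E– and E+ embryos over the 3 time points, which was 19.2% of the genes with an unadjusted p under 0.05. Tested alone, 12 hpf gave 338 genes, 18 hpf gave 177 and 24 hpf gave 26. The number depended on which genes entered the fit. With edgeR's filterByExpr, 19597 genes were fitted and 220 were DE, of which 214 were among the 573. In the fit of the 22796 genes of highest average expression, 203 genes were DE, of which 202 were among the 573. At 12, 18 and 24 hpf alone, filterByExpr gave 158, 78 and 0 DE genes, and the fit of 22796 genes gave 170, 68 and 0. Fits of all genes with reads gave from 6 (DESeq2) to 114 (edgeR's newer quasi-likelihood method) at 24 hpf. Whether any gene is DE at 24 hpf alone thus depends on the genes fitted. A median of 5666 reads over the 24 pools lay behind a DE gene. Names are not paired with the gene identifiers in the tables used here, so genes are given by identifier. Among the DE genes with the smallest p-values, ENSDARG00000117717 had 1258 ± 228 CPM in E+ and 659 ± 166 CPM in E– embryos at 12 hpf (SD, n = 4 pools), 1336 ± 280 and 437 ± 202 CPM at 18 hpf, and 591 ± 202 and 268 ± 60.2 CPM at 24 hpf. Its log2FC fell by 0.93 (standard error 0.14), 1.61 (0.15) and 1.14 (0.15) at the 3 time points, and every E– pool was below every E+ pool of its time point. The standard errors given here rest on the spread that the fit of all genes with reads gives a gene, which may be too low. The E– pools of this gene at 18 hpf ranged from 7.97 to 9.47 log2 CPM, so its change is less certain than 0.15 implies. Its adjusted p from edgeR's quasi-likelihood F-test was 1.28e-22, and 3.03e-05 with filterByExpr, the highest among 32 alternative fits. ENSDARG00000117659 fell by 1.03, 1.34 and 0.55 on the log2 scale at 12, 18 and 24 hpf (adjusted p = 3.13e-16 from the same edgeR test, and at most 0.000904 among the alternatives). Its E– and E+ pools did not overlap at 12 and 18 hpf but did at 24 hpf, where E+ pools ranged from 236 to 731 CPM and E– pools from 228 to 410 CPM. At 12 hpf E– replicate 1 lay apart at 357 CPM. ENSDARG00000093606 rose from 11.9 ± 4.42 to 55.1 ± 23.5 CPM at 12 hpf, from 34.0 ± 14.3 to 63.4 ± 18.1 CPM at 18 hpf and from 38.4 ± 21.6 to 61.3 ± 17.1 CPM at 24 hpf (SD, n = 4 pools). Its log2FC was 2.22, 0.90 and 0.68 (standard errors 0.20, 0.19 and 0.19; adjusted p = 1.59e-17 from edgeR, at most 0.000317 among the alternatives), and the pools overlapped between E+ and E– at 18 and 24 hpf. ENSDARG00000039682, with 2329 reads in all pools together, rose by 1.88, 1.63 and 1.01 on the log2 scale (adjusted p = 7.68e-11 from edgeR, at most 0.000748 among the alternatives). Its E– pools included 1 low pool at 18 hpf, replicate 3 with 4.71 CPM, and 1 at 24 hpf, replicate 2 with 5.68 CPM, and both lay within the E+ range of their time point.

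**Figure D1:**
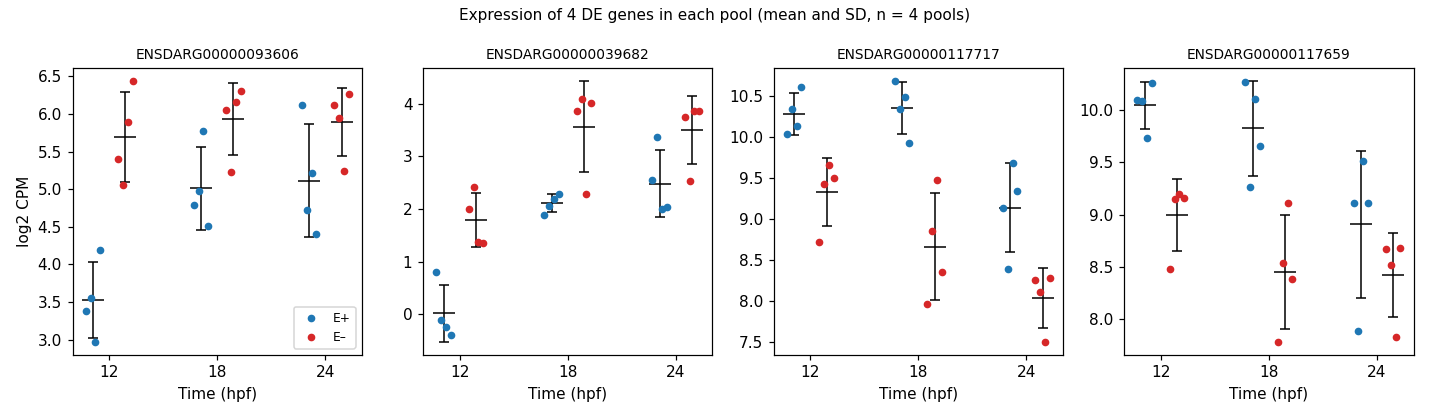
Expression of 4 DE genes in each of the 24 pools, as log2 CPM against time in hpf. Points are pools (E+ blue, E– red), and the bars give the mean and SD of 4 pools. At 12 hpf all 4 E– pools lie on one side of all 4 E+ pools for each gene, whereas at 24 hpf the pools overlap for 3 of the genes.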

From this selected group of genes, 12% (*n* = 285) were considered differentially expressed (DE) under a false discovery rate threshold (*FDR* < 0.1). A heatmap of DE genes was clustered with *z*-score averages according to VitE status, age and gene (Figure 1). 

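The 573 DE genes found here were clustered by the z-scores of their group mean log2 CPM (complete linkage), and the tree was divided into 4 clusters, numbered here by size and not by the numbers of Figure 1. The largest held 227 genes, whose mean z-score rose with age and was -1.11 in E– and -0.58 in E+ embryos at 12 hpf. Of these genes, 169 were lower in E– embryos at 12 hpf, against 110 at 18 hpf and 111 at 24 hpf. The next held 190 genes with a mean z-score of 0.10 in E– and -1.10 in E+ embryos at 18 hpf, and 185 of them were higher in E– embryos at that time point. A cluster of 105 genes had mean z-scores of 0.80 and 0.75 in E+ embryos at 12 and 18 hpf, against -0.01 and -0.18 in E– embryos. The last held 51 genes, all of which were higher in E– embryos at 12 hpf (median log2FC 0.58), with 41 higher at 18 hpf and 39 at 24 hpf. The clusters describe genes already selected for a difference, and they carry no test of their own.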

Gene clusters from the heatmap were annotated for gene ontology (GO) terms associated with biological processes (BP), molecular function (MF) and cellular component (CC). Cluster 1, identifiable by reduced gene expression in E– embryos at 12 hpf, was significantly (*FDR* < 0.25) associated with organic acid binding (GO:0043177), iron ion binding (GO:0005506), and carbohydrate binding (GO:0030246). Vitamin binding (*FDR* = 0.06, GO:0019842) refers to genes associated with L-ascorbic acid binding capacity, including *egln2*, *p4ha1b*, and *plod1a*. Cluster 2 was significantly associated with peptidase activity (GO:0008233) and unfolded protein binding (GO:0051082). Cluster 3, identifiable by increased gene expression in E+ embryos at 12 and 18 hpf, was significantly associated with protein-containing complex binding (GO:0044877), cell adhesion molecule binding (GO:0050839) and cytoskeletal protein binding (GO:0008092). Cluster 4 genes were defined by GO terms vacuole (GO:0005773) and extracellular region part (GO:0044421). The term “vacuole” was associated with endolysosomal trafficking-associated genes *abcc6a*, *galca*, and *zgc:110239*.

Overall, in E– relative to E+ embryos, there were 110 DE genes with increased expression levels (Figure 2A) and 80 DE genes with decreased expression levels (Figure 2B). 

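Of the genes under the FDR threshold here, 195 had a log2FC above 0 at all 3 time points and 147 had a log2FC below 0 at all 3. The other 231 had estimates of both signs, of which 79 were lower only at 12 hpf, 42 higher only at 18 hpf, 41 higher only at 24 hpf, 33 lower only at 24 hpf, 22 higher only at 12 hpf and 14 lower only at 18 hpf. These signs carry no test, so they do not show that an effect reversed. Tested over all genes with reads, the effect of VitE status differed between time points for 122 genes at an FDR under 0.1. With filterByExpr it did for 3. When the log2FC had to be at least 0.1 in size at every time point, 161 genes were higher and 114 lower. Leaving out each pool in turn gave from 166 to 306 genes that were higher and from 116 to 236 that were lower. With filterByExpr the numbers were 82 and 66. Across the DE genes, Spearman's rho between log2FC values was 0.471 for 12 and 18 hpf, 0.427 for 12 and 24 hpf and 0.553 for 18 and 24 hpf. These rho values are across genes, which are not independent replicates. From the outcomes of the study as a whole, the paper concludes that VitE deficiency disrupts gene expression networks, those of energy metabolism among them. The pathway annotations themselves were not analysed here.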

DE genes that were observed consistently with increased expression in E– embryos were associated significantly with the following KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways—glycolysis/gluconeogenesis, carbon metabolism, biosynthesis of amino acids, pentose phosphate pathway and fructose and mannose pathways (*FDR* < 0.25, Figure 2C). DE genes that were observed consistently with decreased expression in E– embryos were associated significantly with pyrimidine metabolism and proteasome pathways (Figure 2D).

### 3.2. Top Differentially Expressed Genes in E– Embryos

The top 10 DE genes (e.g., with the largest log-fold changes) with increased or decreased expression levels in E– embryos relative to E+ embryos were identified at each of the three time points (12, 18 or 24 hpf; Table 1). 

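Among the DE genes, the 10 largest increases in E– embryos ranged in log2FC from 2.32 to 6.16 at 12 hpf, from 2.43 to 5.90 at 18 hpf and from 1.96 to 5.51 at 24 hpf. The 10 largest decreases ranged from -6.77 to -2.86 at 12 hpf, from -5.80 to -2.86 at 18 hpf and from -5.85 to -1.54 at 24 hpf. These genes had few reads. The median total over the 24 pools was 329 reads for the increased and 121 for the decreased genes at 12 hpf, 159 and 269 at 18 hpf, and 233 and 124.5 at 24 hpf. At such counts a pool often held only a few reads of a gene, so the size of these changes is less precise than that of better expressed genes.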

DE genes that increased at all three time points in E– embryos include *olfce2* (olfactory receptor C family, e2), which is predicted to be involved in G protein-coupled receptor signaling, and *cngb3.2* (cyclic nucleotide gated channel subunit beta 3, tandem duplicate 2), which is predicted to have cGMP binding activity and is involved in cation transmembrane transport. DE genes that decreased at all three time points in E– embryos include *serpina7* (serpin peptidase inhibitor, clade A, member 7), a serine-type endopeptidase inhibitor implicated in mTOR-related neuropathology in zebrafish [30] and numerous unnamed genes *si:dkey-73p2.2*, *si:dkey-15j16.6*, and *si:dkey-23k10.3*. *nitr3r.1l* (novel immune-type receptor 3, related 1-like) was found initially (12 and 18 hpf) to be increased highly in E– embryos, but was decreased highly at 24 hpf.

To evaluate the gene product properties of highly DE genes identified, over-representation analysis was performed using DE genes with absolute value log_2_FC ≥ 1, or 2-fold differences between E– and E+ gene expression values. 

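A log2FC of at least 1 in size was reached by 215 of the DE genes at 1 or more time points and by 21 at all 3. At 12 hpf, 53 DE genes were at least 1 log2 unit higher in E– embryos and 85 at least 1 lower. The numbers were 60 and 37 at 18 hpf and 42 and 27 at 24 hpf.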

Top GO terms (*FDR* < 0.05) are shown in ascending *p*-value order (Figure 3). DE genes in E– embryos annotated for Biological Process (BP) indicated highly related metabolic processes, including the generation of precursor metabolites and energy and carbohydrate metabolic processes (Figure 3A). The Molecular Function (MF) domain annotations included oxidoreductase activity, glutamate and peptide receptor activity and binding related to cell cycle progression (Figure 3B). Annotations associated with Cellular Component (CC) included further description of energy generation by the respiratory chain complex and other membrane protein complexes (Figure 3C).

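Over all 29109 genes with reads, the log2FC between E– and E+ embryos had a median of 0 at each time point. Its quartiles were -0.29 and 0.24 at 12 hpf, -0.23 and 0.27 at 18 hpf and -0.21 and 0.26 at 24 hpf. The median standard error of a gene's log2FC was 0.42, 0.40 and 0.40, so for most genes the place in a ranking by log2FC was within the error of the measurement. Among the 14554 genes in the upper part of average expression, the median standard error was 0.19 at each time point, and the quartiles were -0.16 and 0.15 at 12 hpf, -0.15 and 0.15 at 18 hpf and -0.12 and 0.14 at 24 hpf. Across these better expressed genes, Spearman's rho between the log2FC values was 0.153 for 12 and 18 hpf, 0.12 for 12 and 24 hpf and 0.233 for 18 and 24 hpf. Genes are not independent replicates, and different time points share no pools.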

Genes (*n* = 22,796) were ranked by their fold-change in expression level between E– and E+ sample groups. Using the ranked genes, Gene Set Enrichment Analysis (GSEA) was carried out using WebGestalt (Figure 4). All GSEA enrichments shown are significant (*FDR* < 0.25). At 12 hpf, E– vs E+ embryos have increased expression of genes associated with vitamin C binding, demethylation and demethylase activity, metabolic processes and decreased expression of genes associated with collagen synthesis and protein import (Figure 4A). At 18 hpf, E– vs E+ embryos have increased expression of genes associated with vitamin C binding and decreased expression of genes associated with oxidoreductase activity, gene expression regulation, endothelium development and membrane protein transport activity (Figure 4B). At 24 hpf, E– vs E+ embryos have increased expression genes associated with neuron ensheathment activity and decreased expression of genes associated with gene transcription regulation (Figure 4C).

Metabolomics data, previously acquired [11], were integrated with the gene expression profiles reported herein (both data sets were from 24 hpf E+ and E– embryos) and submitted to MetaboAnalyst. VitE status significantly (*FDR* = 2.39 × 10^−28^) altered the mTOR signaling pathway (Figure 5A), as shown with metabolites (circles) and genes (squares), which were either increased (red) or decreased (green) in E– relative to E+ embryos. This finding was also validated by Western blot analysis of protein extracts obtained from 24 hpf E– and E+ embryos using β-actin to quantify protein levels and the phosphorylated-to-unphosphorylated protein ratio calculated (Figure 5B). Raptor, a key component of mTOR complex 1 (mTORC1) was decreased in E– embryos. The phosphorylated protein (p-) abundance indicates active or inactive state relative to the unmodified protein, depending on the protein. In E– relative to E+ embryos, at 24 hpf p-Rps6 kinase (p-Rps6k) was decreased more than two-fold, p-eukaryotic translation initiation factor 2A (p-Eif2a) was decreased two-fold, and p-eukaryotic translation initiation factor 4E-binding protein 1 (p-Eif4ebp1) was increased 1.5-fold. These outcomes all support the finding that mTOR signaling was dysregulated at 24 hpf in E– embryos in comparison to E+ embryos.

Over-representation analysis was used for transcription factor (TF) enrichment to determine the extent to which gene expression trends are associated with similar TF regulatory units or promoter regions. DE genes shared the consensus site for TF binding YGTCCTTGR motif (*n* = 12 genes, *FDR* = 0.029). Top DE TFs were identified from the dataset (Table 2). The most DE TF, *nr2f1b,* is expressed in the midbrain hindbrain boundary region and somites of the zebrafish embryo during segmentation [31]. Other highly DE TFs include *mafaa*, expressed in the neural tube and myotomes during segmentation [32], and *zgc:101562*, orthologous to human ZCAN10, ZNF398 and ZNF777. Due to VitE’s role in prevention of propagation of lipid peroxidation, other genes of interest including *ttpa*, *ttpal*, *gpx4a*, *gpx4b* and others were evaluated but were not found to be differentially expressed.

## 4. Discussion

The outcomes of this study show that VitE deficiency disrupts numerous gene expression networks, including energy metabolism, oxidoreductase activity, intra- and intercellular signaling, and developmental transcriptional regulation, during critical developmental windows in zebrafish embryos. We previously identified that VitE deficiency prevents proper neural crest cell migration and impairs midbrain–hindbrain development [12].

E– zebrafish embryos at 24 hpf experience metabolic dysfunction with reduced glycolytic intermediates and increased basal oxygen consumption rates [11]. These metabolic changes are echoed by the gene expression profiles of E– embryos between 12 to 24 hpf reported herein. Similarly, rat embryos between E10.5 and E12.5, developmentally comparable to zebrafish embryos at 24 hpf [7,8], exhibit increased expression levels of genes involved in glycolytic pathways, presumably to increase production of reducing equivalents and precursor molecules via the pentose phosphate pathway. [33]. We found that the greatest changes in gene expression in E– embryos were metabolic processes that generate NADPH, ATP and other precursor compounds through glycolysis, the TCA cycle, and oxidative phosphorylation gene expression networks. Tixier et al. showed that glycolytic pathway induction is required to fuel the rapid growth of zebrafish embryos between 0 and 48 hpf [17]. Glycolysis-related gene expression in E– embryos at 12, 18, and 24 hpf is further supported by increased expression of transcription factor *tead1b* (Table 2, *FDR* = 0.024). Glycolytic genes are necessary for anabolic growth and key morphogenesis pathways in embryonic development, which we previously reported are significantly altered in E– embryos [12,19]. E– relative to E+ embryos at 36 hpf had similar misexpression of carbohydrate metabolism related genes in embryos in our previous microarray experiments [34]. We reported that these same TCA cycle and glycolytic gene products were altered using a proteomic profile in adult zebrafish fed VitE-deficient diets [35]. Vitamin E-deficient rat livers were analyzed by NMR and were found also to have decreased glucose levels [36]. Thus, VitE deficiency appears to impair production of energy.

Metabolic pathways are also critical for cellular compensation in response to lipid peroxidation (LPO). We reported previously the depletion of long chain polyunsaturated fatty acids, specifically docosahexaenoic acid (22:6n-3), in the E– embryos [18] and E– adult zebrafish [37]. Additionally, an LPO biomarker, malondialdehyde (MDA) was increased in E– adult zebrafish [38]. LPO requires detoxification by oxidation of glutathione (GSH). To replenish GSH requires synthesis using the limiting amino acid, cysteine. We have found in E– embryos that choline is depleted, betaine is increased [19] and the methyl donor status [19], along with the thiol status, is disrupted. In addition, oxidized glutathione (GSSG), which requires enzymatic reduction using NAD(P)H, is increased [19]. Thus, the E– embryo, over time, is unable to compensate for the increasing LPO.

*Zgc:101562* and *mafaa*, two differentially expressed transcription factors in E– embryos, are associated with gene expression related to glucose regulation and are expressed in mouse neural tissue at E12.5 [28,39,40] and the zebrafish neural tube during the segmentation period (between 10 and 24 hpf) [28,38,39], respectively. Together, key TFs dysregulated by VitE deficiency, associated with metabolism and localized to early neurologic structures of the vertebrate embryo, highlight VitE’s necessary role in maintaining growth pathways and preventing neurodevelopmental defects we reported previously [12]. Importantly, we showed that glucose injections at 24 hpf rescued ~70% of E– embryos [11], providing a clue that earlier intervention may alter transcriptional responses and fully rescue E– animals through remediation of glycolysis. Importantly, vertebrate neurogenesis formation requires mTOR signaling [41,42] and mTOR is expressed in the zebrafish trunk and brain at 24 hpf [43].

Overall, genes associated with metabolism and mTOR signal integration, used to regenerate the metabolic intermediates described, appear to be the mechanism for the compensatory responses to VitE deficiency. mTOR senses energy and amino acid status signals to stimulate cell survival, growth and proliferation [22]. mTOR is reported also to sense redox status through modulation of glutathione status in the mouse cerebellum [23]. The alteration in mTORC1 at 24 hpf reported herein show that VitE deficiency has a major impact on this key regulator. Additional studies are needed to evaluate the longitudinal changes, along with quantitation of the key mediators, which are likely to accompany the depleted glucose status, oxidized lipids and other cellular stressors.

mTOR contributes to ensheathment in the zebrafish embryo [24] and requires cholesterol for myelination, cytoskeletal support and membrane-specific signaling pathways [44]. We report herein that E– embryo transcripts are enriched for cytoskeleton filament, anchored membrane components and experience metabolic disruption sensed by mTOR. Our data indicate that mTOR signaling is indeed disturbed in E– embryos by 24 hpf with a 3-fold reduction of phosphorylated Rps6k and 2-fold reduction of phosphorylated Eif2a relative to E+ embryos. In addition, expression of genes associated with ensheathment of neurons was positively enriched in E– embryos at 24 hpf. Previously, we showed that a VitE deficiency impacts neural crest cell gene expression patterns and somite integrity as early as 12 hpf. Myelination and ensheathment pathways immediately follow the migration of sensory axons away from the central nervous system (CNS) towards the periphery [45], a process dependent on neural crest cells [46,47]. Hypothetically, the errors at 12 hpf may precede the effects observed in 24 hpf E– embryos. Sensory neurons are derived from Sox10-expressing neural crest cells [48], which we previously reported to be reduced in number and mis-localized in E– embryos at 12 and 24 hpf [12]. Thus, we suggest that VitE deficiency may disrupt mTOR signaling cascades and subsequent ensheathment pathways that begin during axonal migration from the CNS at 24 hpf.

Many other pathways were impacted by VitE deficiency, of note is collagen remodeling. *egln3*, expressed in the neural plate in 12 hpf zebrafish embryos [32], is a hypoxia inducible factor (HIF) target and regulates the expression of collagen remodeling genes *p4ha1b*, *plod1a* and *col1a1b* [49,50]. VitE radicals produced as a result of lipid peroxidation reactions are chemically reduced by ascorbic acid (Vitamin C (VitC)), thereby depleting this critical antioxidant micronutrient [51]. Zebrafish, like humans, likely do not synthesize VitC and require it in their diet [52,53]. VitC was increasingly depleted in E– relative to E+ embryos up to 120 hpf [11]. We observed herein that vitamin binding, annotated primarily with VitC-associated gene expression, was positively enriched in E– embryos at 12 and 18 hpf, indicating VitC’s important early role in development [54,55,56]. VitC is required for collagen prolyl hydroxylation, catalyzed by the *p4ha* family of genes, including *p4ha1b* found in this study [57]. Together, a VitE deficiency and induced VitC deficiency can dramatically alter collagen remodeling pathways in zebrafish embryo vascularization, skin growth and even axonal projections of the brain [58]. Negative enrichment of genes associated with collagen trimer at 12 hpf and endothelium development at 18 hpf in E– embryos further highlights VitE’s role in maintaining structural support during embryonic development of the notochord and somites [59].

In addition, there were numerous genes differentially expressed at 12, 18 and 24 hpf in E– embryos that might suggest multiple developmental pathways disturbed, including—*nr2f1b*, a transcription factor decreased in E– embryos at 12 hpf (log_2_FC = −2.21, *FDR* = 0.007) that regulates vascularization and hindbrain regionalization in zebrafish [60]; *nitr3r.1l*, an immune receptor significantly increased in E– embryos at 12 and 18 hpf (log_2_FC = 6.14 and 2.06, respectively) but decreased at 24 hpf (log_2_FC = −2.31) [61]; and *cngb3.2*, a cation transmembrane transporter increased in E– embryos at 18 and 24 hpf (log_2_FC = 2.94 and 1.59, respectively) implicated in the pathology of retinitis pigmentosa [62], a symptom of VitE deficiency in humans [63]. We also compared our data to that of other VitE deficiency models. Unfortunately, comparisons between species including the mouse, rat, and horse, between tissue types, and by age of development are limited. Thus, we found little to no overlap between our dataset and that of others published [64,65,66,67]. It is most likely that the zebrafish embryo prior to 24 hpf simply does not share similar gene expression profiles of highly differentiated tissues such as the cerebellum, spinal cord or liver. Myelination pathways, for example, are not highly expressed in early development and thus are not differentially expressed in the E– embryo.

In summary, we show that VitE deficiency as early as 12 hpf disrupts pathways underlying growth and development. This study also points to major metabolic dysfunctions occurring as early as 12 hpf. Simultaneously, E– embryos experience LPO disruption to membrane structure and signaling pathways, both of which are known secondary effects due to VitE deficiency. Errors occurring as early as 12 hpf signal catastrophic decline and impairment to neurodevelopment that relies on early signaling capacity for cellular migration, proliferation and overall tissue and organ development. There remains a need to further investigate the origins of VitE deficiency-induced embryonic death as a means of preventing developmental defects and improving prenatal health span.

## Figures and Tables

**Figure 1:**
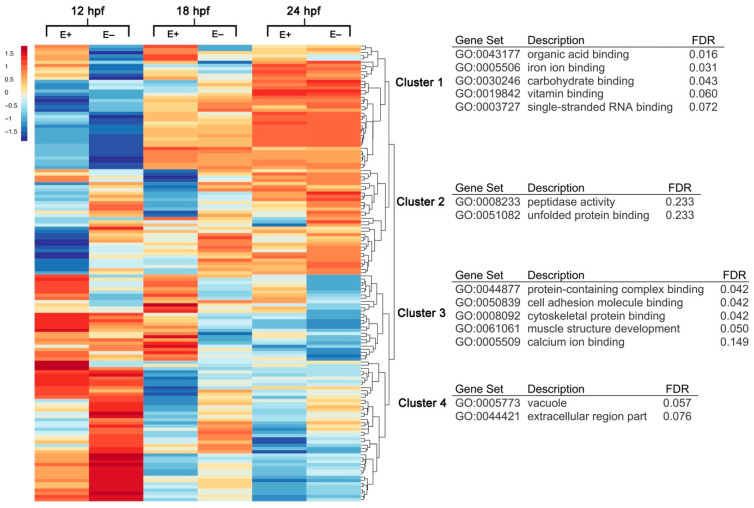
Hierarchical clustering and gene annotation of differentially expressed genes in E– and E+ embryos at 12, 18 and 24 hpf. Heatmap of all differentially expressed (DE) genes (*n* = 286, *FDR* < 0.1) clustered with *z*-score averages according to VitE status, age and gene with red color indicating greater expression relative to all-condition average and blue color indicating lower expression relative to all-condition average amongst all expression values (rows correspond to genes, columns correspond to conditions). Clusters within heatmap annotated by Gene Ontology (GO) terms organized by Benjamini–Hochberg False Discovery Rate (FDR).

**Figure 2:**
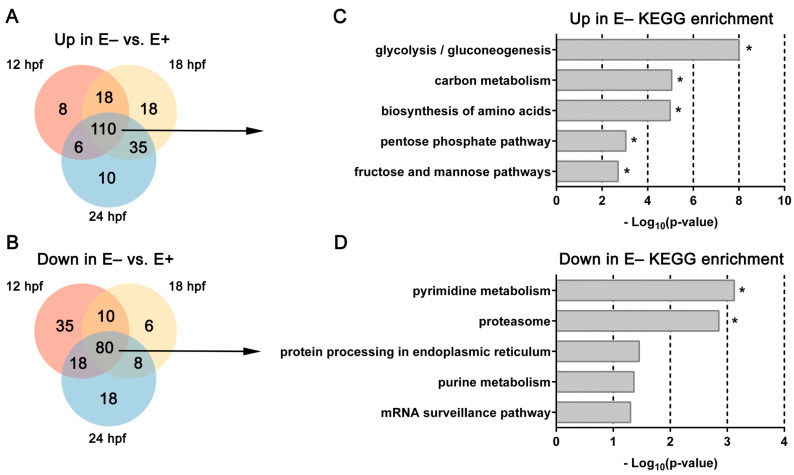
Venn diagrams and KEGG pathways enriched by over representation analysis of differentially expressed genes changed consistently over time. (**A**,**B**) Venn diagrams separating DE genes consistently (**B**) increased or (**C**) decreased in E– embryos relative to E+ embryos at each age. (**C**,**D**) KEGG pathways associated with DE genes (*FDR* < 0.1) consistently (**C**) increased or decreased (**D**) in E– embryos vs. E+ embryos at each time point (12, 18, and 24 hpf). * indicates significant *FDR* < 0.25.

**Figure 3:**
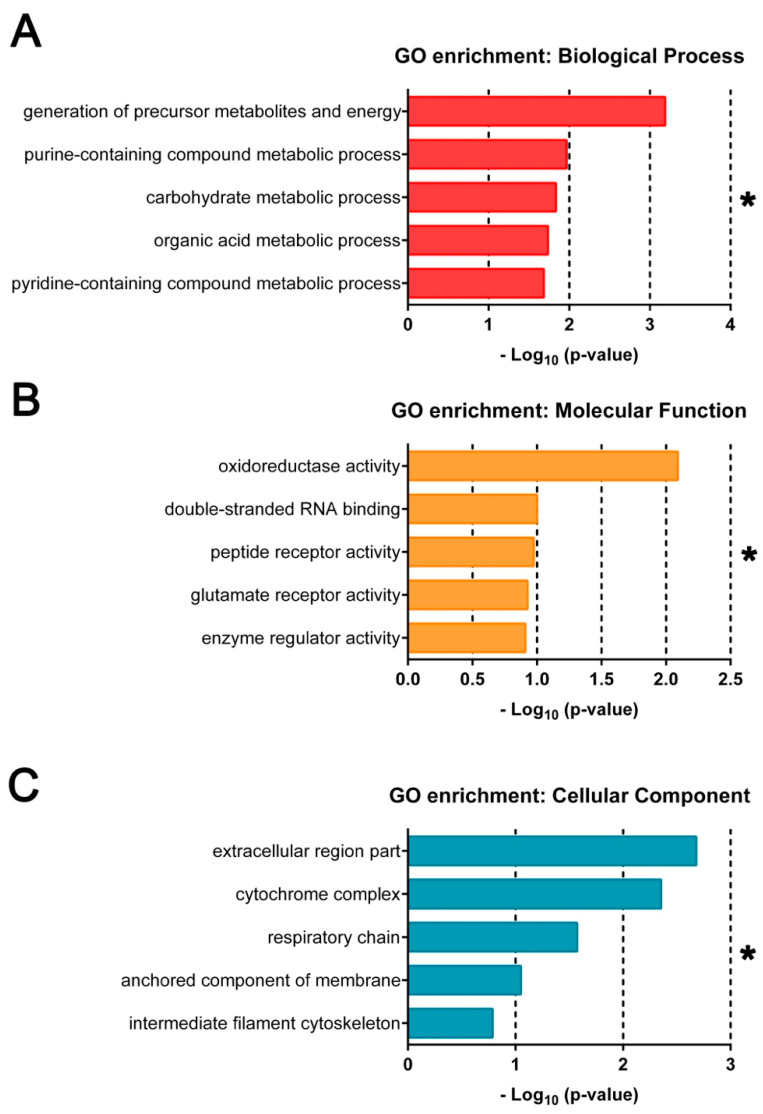
Gene ontology terms enriched by over representation analysis and gene set enrichment analysis of all differentially expressed genes. GO annotations associated with most highly DE genes (*n* = 286, *FDR* < 0.1, |log_2_(FC)| ≥ 1) enriched across all ages (12, 18 and 24 hpf) and Vitamin E (VitE) status by over-representation analysis. Terms are separated by (**A**) Biological Process, (**B**) Molecular Function and (**C**) Cellular Component. * indicates significant FDR < 0.25 with all enrichments shown considered significant.

**Figure 4:**
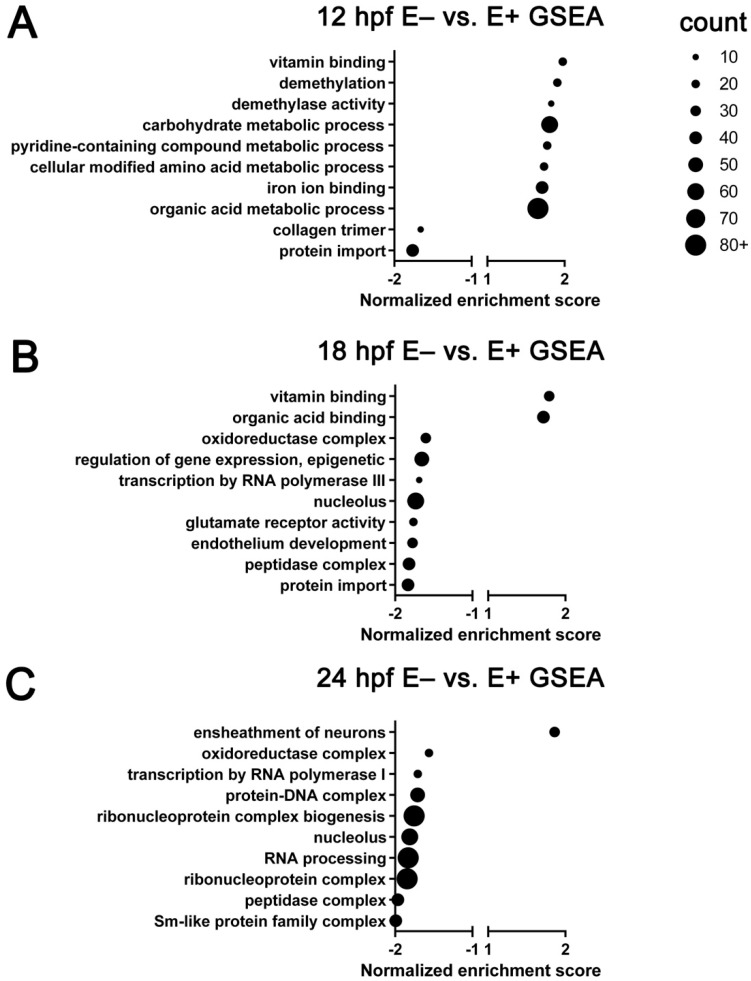
Gene ontology terms enriched by gene set enrichment analysis of all expressed genes. GO annotations associated with all genes (*n* = 22,796) pre-ranked, analyzed by time (12, 18, 24 hpf) and organized by normalized enrichment score. Top 10 significant (*FDR* < 0.25) GO terms are separated by expression at (**A**) 12 hpf, (**B**) 18 hpf and (**C**) 24 hpf. Approximate number of genes found enriched in each term indicated by dot size. Positive enrichment score indicates increased expression in E– relative to E+ embryos, negative enrichment score indicates decreased expression in E– relative to E+ embryos. Normalized enrichment score automatically computed with enrichment and adjusted *p*-value by WebGestalt.

**Figure 5:**
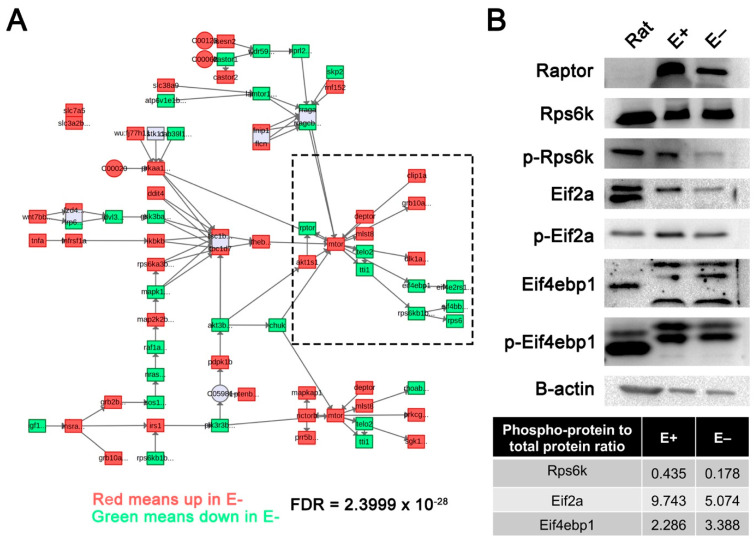
Mechanistic target of rapamycin (mTOR) signaling pathway disrupted in 24 hpf E– embryos. (**A**) E+ and E– embryos at 24 hpf metabolomic data acquired previously were integrated with gene expression profiles using MetaboAnalyst to generate network profiles. The mTOR signaling pathway was significantly enriched with both metabolites and genes expressed in 24 hpf E– embryos. Red boxes or circles represent increased, while green boxes represent reduced metabolite or gene expression, respectively, in E– relative to E+ embryos. (**B**) mTOR complex 1 (mTORC1)-associated proteins including Raptor, Rps6k, Eif2a and Eif4ebp1 were evaluated by activity determined by phosphorylation status in pooled protein extracts of rat liver (positive control), E+ and E– embryos (*n* = 30 embryos/pool) at 24 hpf. Phospho-protein (p-) to unphosphorylated protein ratio is calculated for the representative lanes shown.

**Table 1:** Top differentially expressed genes in E– embryos relative to E+ at 12, 18 and 24 hpf. Top 10 DE genes by absolute value log_2_FC at each time point with log_2_FC in E– embryos relative to E+. ↑ and ↓ indicate a DE gene found in the top 10 consistently increased or decreased in E– embryos at each age (12, 18, 24 hpf).

12 hpf		18 hpf		24 hpf	
Gene Symbol	Log_2_FC in E–	Gene Symbol	Log_2_FC in E–	Gene Symbol	Log_2_FC in E–
*nitr3r.1l* ↑↑↓	6.129	*cngb3.2* ↑↑	2.944	*olfce2* ↑↑↑	5.822
*si:dkey-90m5.4*	3.135	*olfce2* ↑↑↑	2.472	*si:dkey-23k10.3* ↓↑	4.389
*tnnc1a*	3.048	*ighd* ↑↑	2.326	*si:dkey-238d18.15* ↑↑	3.404
*olfce2* ↑↑↑	3.023	*anpepa* ↑↑	2.129	*polr3c*	2.768
*cd40lg*	2.924	*nitr3r.1l* ↑↑↓	2.068	*topaz1*	2.242
*slc25a55b*	2.496	*si:dkey-238d18.15* ↑↑	2.003	*anpepa* ↑↑	1.815
*ribc1*	2.386	*rnps1*	1.801	*si:dkey-238d18.5*	1.813
*ighd* ↑↑	2.327	*pvalb4*	1.714	*cngb3.2* ↑↑	1.722
*si:dkey-159f12.2*	2.225	*snx21*	1.662	*dntt*	1.516
*scdb*	2.145	*si:dkey-90m5.4*	1.635	*f2rl1.2*	1.505
					
*b3gat2*	−4.178	*serpina7* ↓↓↓	−4.396	*nitr3r.1l* ↑↑↓	−2.692
*serpina7* ↓↓↓	−2.993	*si:dkey-15j16.6* ↓↓	−2.998	*si:ch211-191i18.2*	−2.657
*loxhd1b* ↓↓	−2.787	*si:dkey-73p2.2* ↓↓↓	−2.901	*si:dkey-15j16.6* ↓↓	−2.648
*si:dkey-73p2.2* ↓↓↓	−2.673	*zgc:158445*	−2.839	*serpina7* ↓↓↓	−2.629
*asb13a.1*	−2.666	*si:ch1073-13h15.3*	−2.680	*si:dkey-73p2.2* ↓↓↓	−2.231
*rfesd*	−2.532	*si:dkey-23k10.3* ↓↑	−2.460	*zgc:173585*	−1.617
*aqp8b*	−2.518	*prkra*	−2.174	*loxhd1b* ↓↓	−1.575
*nr2f1b*	−2.205	*grin1b*	−1.573	*zgc:101562*	−1.453
*proca*	−2.069	*kiaa1549lb*	−1.570	*insl5a*	−1.206
*si:ch1073-268j14.1*	−2.041	*ormdl3*	−1.417	*dock11*	−1.125

**Table 2:** Top transcription factors differentially expressed in E– embryos across the developmental window measured. Transcription factors (TFs) identified within DEG list annotated for TF family, anatomical region of expression at the measured time point and log_2_FC in E– embryos relative to E+.

Symbol	Name	Log_2_FC in E– vs. E+			FDR
		12 hpf	18 hpf	24 hpf	
*nr2f1b*	Nuclear receptor subfamily 2, group F, member 1b	−2.21	0.17	0.12	0.007
*mafaa*	v-maf avian musculoaponeurotic fibrosarcoma oncogene homolog Aa	−1.83	−0.22	0.13	0.008
*hsf1*	Heat shock transcription factor 1	0.68	0.55	−0.08	0.013
*zgc:101562*	zgc:101562	−0.94	−1.11	−1.45	0.020
*tead1b*	TEA domain family member 1b	0.46	0.26	0.15	0.024
*mbd3b*	Methyl-CpG binding domain protein 3b	−0.32	−0.35	−0.23	0.024
*tox2*	TOX high mobility group box family member 2	−0.48	−0.41	−0.08	0.027
*hmgb2b*	High mobility group box 2b	−0.14	0.49	0.04	0.047
*bhlhe40*	Basic helix-loop-helix family, member e40	0.86	0.17	0.12	0.061
*tbx18*	T-box transcription factor	−0.81	−0.33	−0.42	0.066

## Data Availability

RNASeq data for this study has been deposited in Gene Expression Omnibus with accession number GSE164848 and can be viewed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164848.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/13/2/468/s1, Figure S1: Multi-dimensional scaling plots of E+ and E– log10CPM clustered at each time point prior to data filtration and normalization.

# Supplementary material for: Vitamin E Deficiency Disrupts Gene Expression Networks during Zebrafish Development
**Source:** Nutrients. 2021 Jan 30;13(2):468. doi: 10.3390/nu13020468
**Supplement:** Supplementary file 1

**Western blot antibody information**

25 μg were subjected to SDS-PAGE and processed by immunoblotting using antibody to monoclonal mouse anti-β-actin (MP Biochemicals #08691), rabbit anti-Raptor (Cell Signaling Technology #2280), rabbit anti-Rps6k (Cell Signaling Technology #2217), rabbit anti-p-Rps6k (Cell Signaling Technology #2211), rabbit anti-Eif2α (Cell Signaling Technology #9722), rabbit anti-p-Eif2α (Cell Signaling Technology #9721), rabbit anti-4E-BP1 (Cell Signaling Technology #9644), rabbit anti-p-4E-BP1 (Cell Signaling Technology #2855). The proteins were visualized by SuperSignal™ West Pico PLUS Chemiluminescent Substrate (ThermoFisher) and quantified using Bio-Rad Image System (USA).

**Supplementary Figure 1. Multi-dimensional scaling plots of E+ and E– log_10_CPM clustered at each time point prior to data filtration and normalization.**

**
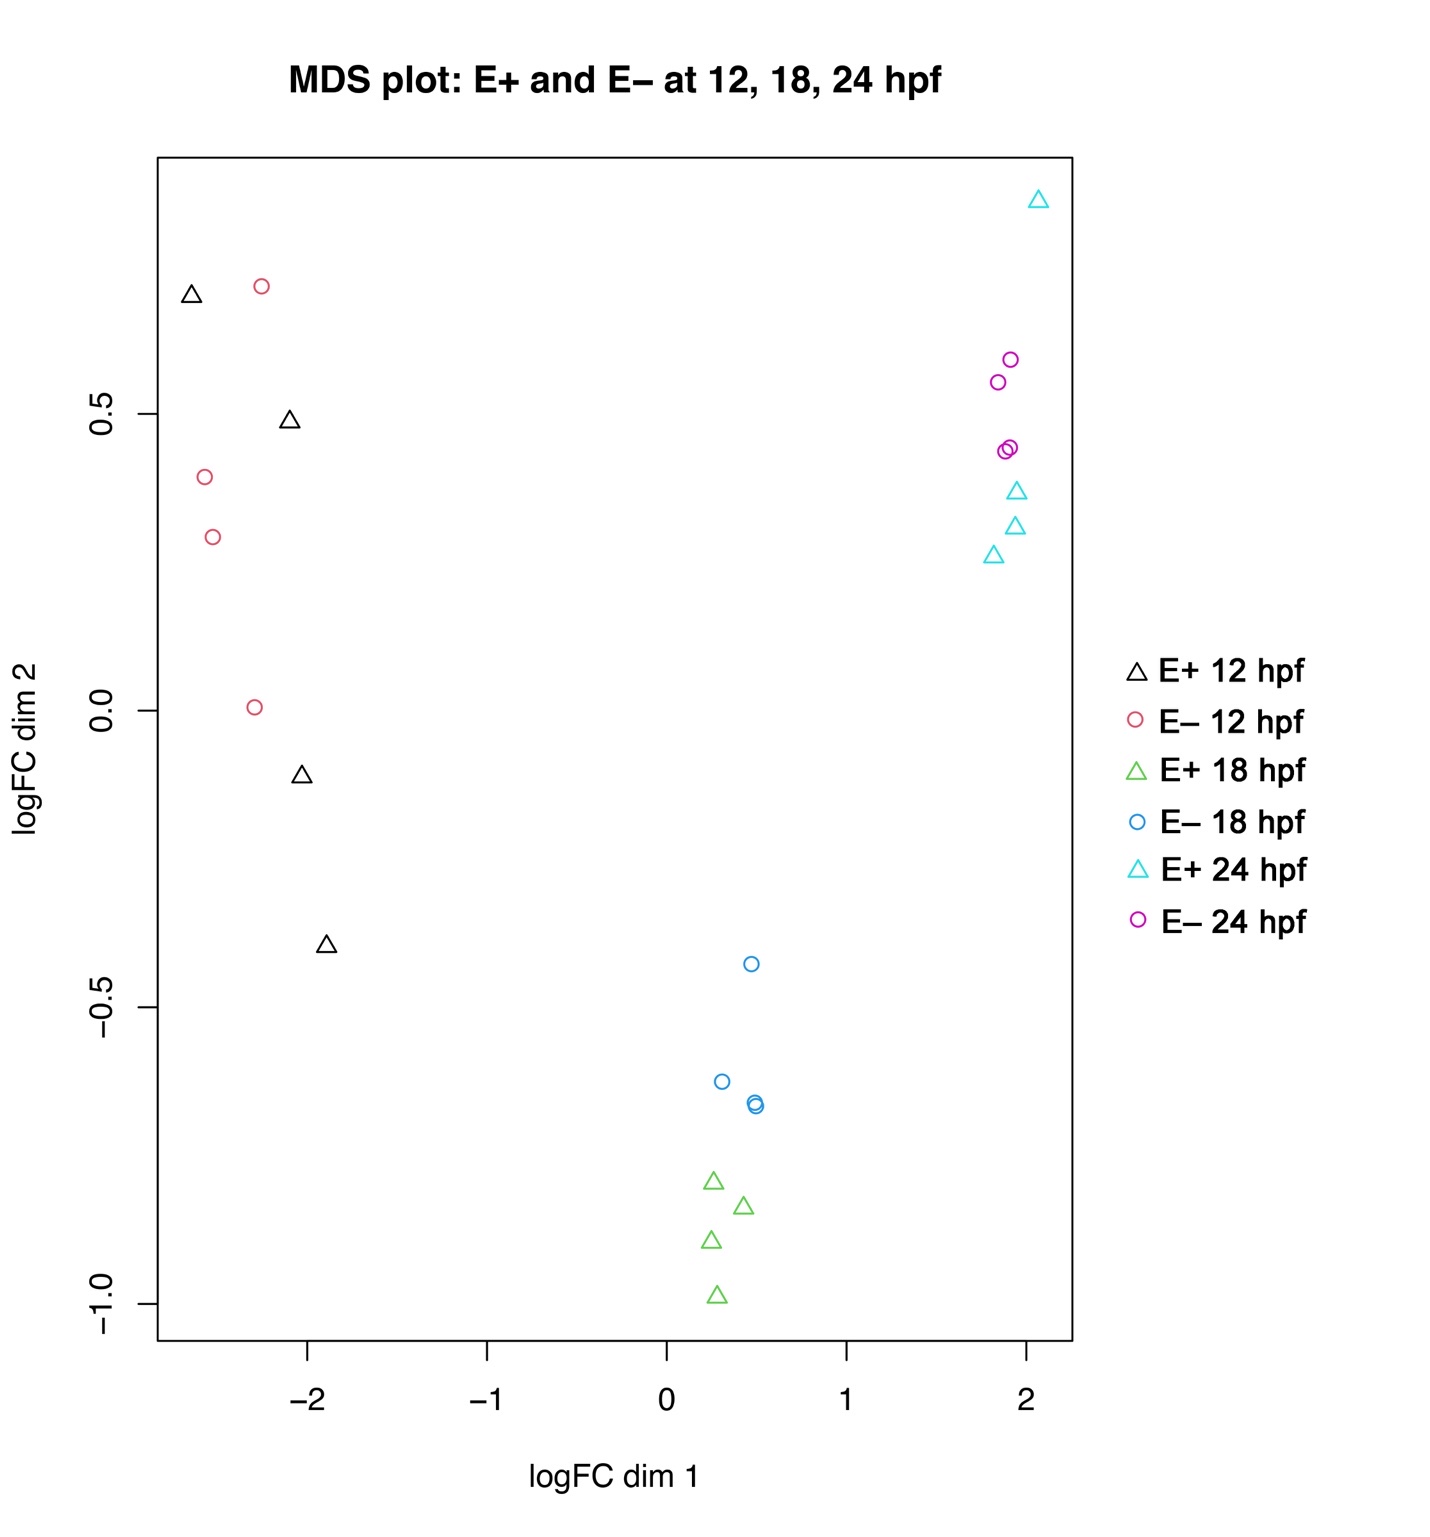
**

How the deposited data were processed for this re-analysis (not part of the article)

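Gene expression was measured in whole zebrafish embryos from adults fed VitE sufficient (E+) or deficient (E–) diets, in pools of 10 embryos at 12, 18 and 24 hpf, with 4 pools per VitE status and time point. Pools were assigned to groups, replicate numbers and sequencing lanes from the sample labels, which match the design in the paper's methods, and all 24 pools were used. The authors trimmed adapters and poly(A) tails with bbduk, aligned the reads to GRCz11 with STAR and deposited raw read counts per Ensembl gene. The deposited counts are not normalized. They include genes without reads and tallies of reads that were unmapped, mapped to several places, on no gene, or on more than 1 gene. No column of the deposited table was left unused.

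The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 read over all pools were kept (29109 of 32520), library sizes were scaled by TMMwsp, and common, trended and tagwise dispersions were estimated over the 6 groups. The paper names the scaling, the dispersions and the quasi-likelihood test, but not this choice of genes. The quasi-likelihood fit was edgeR's default for this version. The 3 E– to E+ contrasts were tested together, and genes with a Benjamini–Hochberg FDR under 0.1 were called DE. Single time points, the diet by time interaction and the sequencing lane were tested in the same way. The standard error of a log2FC was its size divided by the square root of its F statistic. It thus rests on the spread that the fit gives a gene, and not on the pools of that gene alone. CPM values used the scaled library sizes. Distances between pools and the MDS plot were computed with edgeR and limma 3.58.1 over 500 genes per pair, and groups of pools were compared with exact permutation tests. Figures and tables used Python 3.11.15 and matplotlib 3.10.9.

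The paper states a number of genes analysed but its text does not name the gene filter behind it. The fit was therefore made on all genes with reads, and the choice of genes changed the number of DE genes more than 2-fold. Total gene counts ranged from 10537272 to 20973407 per pool (median 15436757.5). At this depth a gene at 1 CPM had from about 10 to about 20 reads per pool, and values of genes below that rest on few reads. Reads of the libraries carry no molecular identifiers in the analysis, so counting error is the only error that depth describes.

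The test was tried on simulated counts for 29109 genes, drawn from the means and library sizes of the pools with 200 genes changed by a log2FC of 1.5, all chosen among genes that average at least 10 counts. It recovered 199 of the 200 changed genes (99.5%) and called 14 unchanged genes. Recovery among genes of lower count was not tested. In a fit of 17589 genes that average at least 10 counts, 199 were recovered and 19 unchanged genes were called. The simulation has one dispersion for all genes, so it does not show how the test behaves on the spread of the real pools. That was examined by regrouping the pools.

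The alternatives set before the data were examined were DESeq2 1.42.0 (size factors and likelihood ratio test), edgeR's filterByExpr, a lane term, the replicate number as a block, other FDR and p thresholds, Bonferroni adjustment, a minimum log2FC, leaving out the genes below the lower quartile of average expression, all genes in place of 500 for the distances, and leaving out each pool in turn. The fits added after seeing the data used the 22796 genes of highest average expression, the same genes with E+ 24 hpf replicate 3 left out, TMM normalization, and edgeR's newer quasi-likelihood method. Replicate numbers are shared between the groups in the labels. They number pools of different embryos, and no pairing is stated.

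The rule for the genes given by name was every gene named in the paper and the 5 DE genes with the smallest p-value. The tables used here do not pair the Ensembl identifiers with gene names. A table of 49597 RefSeq genes was searched, and 0 of the identifiers matched it. Genes are therefore given by identifier only, and no more than 2 that rose and 2 that fell are given. For the same reason the 15 gene sets and the 30 single genes of Figure 5A chosen before the data were examined, the GO, KEGG and transcription factor results and the genes of Table 1 and Table 2 were not analysed here. The metabolite and protein measurements were not analysed here.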

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

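All tests in this part were chosen after the results they bear on had been seen. Of 78 groups of 4 pools examined for a pool far from the others (library measures, MDS dimensions and the 4 genes given by identifier), 5 held such a pool by Dixon's criterion, against 3.9 expected by chance. These 5 are therefore near the number that chance gives.

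Unmapped reads were 13.2% in E+ 18 hpf replicate 2 and from 9.09% to 9.26% in the other 3 pools of that group (gap over range 0.959). The pool also had the most gene counts of its group, 19733049. Without it, 489 genes were DE over the 3 time points, of which 459 were among the 573 found with all pools. At 18 hpf alone, the DE genes went from 177 to 84 without it, the lowest of the 24 fits that each left out 1 pool. They were 101 without E– 18 hpf replicate 4, and from 134 to 212 without another 18 hpf pool. The number at that time point thus depends on this pool, but not on this pool alone. It also rose to 292 without E+ 12 hpf replicate 1 and to 281 without E+ 12 hpf replicate 2. Those pools are not part of the 18 hpf contrast, but all pools share the fit. The source of the unmapped reads was not examined, and no biological explanation was tested.

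E– 18 hpf replicate 2 had reads on 22854 genes, fewer than the other pools of its group (gap over range 0.908). It had the fewest gene counts of the group, 14473763, but the other pools thinned to that depth were expected to show from 23420 to 23513 genes. Depth alone thus did not account for the lower number. No biological explanation was tested.

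Among the genes given by identifier, ENSDARG00000039682 had a low pool in E– embryos at 18 hpf (replicate 3, gap over range 0.872) and at 24 hpf (replicate 2, 0.914), and ENSDARG00000117659 had a low pool in E– embryos at 12 hpf (replicate 1, 0.927). Both genes kept their direction and stayed under the FDR threshold in all 32 alternative fits, including those that left out these pools. Neither a technical nor a biological explanation was tested for these pools.

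The effect of VitE status differed between time points for 122 genes (edgeR's interaction test at an FDR under 0.1). Pools were then regrouped by swapping E+ and E– pools of the same replicate number within time points, in 100 drawings that included the real grouping. In 24 of these 100, as many genes or more were found. Swapping pools at only some time points can itself make the effect differ between time points. Drawings that swapped only 1 pair gave from 59 genes (replicate 2 at 18 hpf) to 400 (replicate 3 at 24 hpf). This comparison therefore does not decide whether 122 is more than chance gives. ENSDARG00000093606, whose increase was largest at 12 hpf, had an adjusted interaction p of 0.000399 with edgeR. Under the alternatives this p ranged widely and reached 0.358 with filterByExpr and 0.64 with DESeq2, so the difference between time points for this gene depends on the genes fitted and on the tool.

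Reads that fell on more than 1 gene, which the paper does not analyse, were a smaller share of all reads in E– than in E+ embryos. The share was 1.36% ± 0.0932 in E+ and 1.20% ± 0.0419 in E– embryos at 12 hpf, 1.45% ± 0.0327 and 1.23% ± 0.0622 at 18 hpf, and 1.45% ± 0.0467 and 1.28% ± 0.0466 at 24 hpf (SD, n = 4 pools). At each time point all 4 E– pools were below all 4 E+ pools (exact permutation test, two-sided p = 0.0286, the smallest possible, and 0.15 after Benjamini-Hochberg adjustment over 21 comparisons). Of the other comparisons, the number of genes with at least 1 read at 24 hpf had the same p and adjusted p in this test. It was lower in all 4 E– than in all 4 E+ pools (mean difference -590.5). Over the 3 time points together the difference in the share of reads on more than 1 gene was -0.186 percentage points (exact stratified permutation test, p = 5.83e-06, the smallest that 343000 regroupings allow). Total gene counts were lower in E– than in E+ pools by a mean difference of -2634000 at 12 hpf (exact permutation test, p = 0.0857) and -4094000 at 24 hpf (p = 0.0571, exact permutation test), but at 18 hpf, where the share also differed, the difference was 61010 (p = 0.971, exact permutation test). Library size thus did not account for the difference at 18 hpf, and at the other time points it was not separated from VitE status. The difference was -0.474 percentage points when the share was taken of gene counts without the most counted gene, so dilution by that gene did not account for it. Whether reads shared with that gene contribute was not examined. It had the same sign on both lanes at all 3 time points, and the value nearest to 0 was -0.139. A difference in the expression of genes that overlap other genes may underlie it, as a hypothesis. The genes behind these reads, GC content and reads from other sources were not examined, so the pattern cannot be told apart from those.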

How the results depend on the processing

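The number of DE genes over the 3 time points depended on the genes fitted and on the test. From 573, it became 220 with filterByExpr, 373 at an FDR of 0.05, 1190 at an FDR of 0.25, 90 with Bonferroni adjustment and 215 with a log2FC of at least 1 in size. DESeq2 gave 421 genes, of which 345 were among the 573, and the remaining alternatives stayed within 1.5-fold apart from those named below. Genes with an unadjusted p under 0.05 numbered 1177 at a threshold of 0.01. Taking all genes with an unadjusted p under 0.05 as DE gave 719 that were higher and 674 that were lower at all 3 time points.

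With filterByExpr, 82 genes were higher and 66 lower at all 3 time points, 158, 78 and 0 genes were DE at 12, 18 and 24 hpf (1308 with an unadjusted p under 0.05 at 24 hpf), and 3 had an interaction of diet and time. DESeq2 gave 180, 112 and 6 genes at the single time points and 36 with an interaction. A lane term gave 510, 308 and 90 genes at the single time points and 248 with an interaction.

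Same-numbered pools of the 2 diets did not deviate together (mean correlation across 10740 genes of -0.0337 over 12 pairs). With the replicate number as a block, 841 genes were DE over the 3 time points, 307 at 18 hpf and 87 at 24 hpf, and 241 had an interaction.

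Chosen after seeing the data, the fit of the 22796 genes of highest average expression gave 203 DE genes, 82 higher and 57 lower at all 3 time points, 170, 68 and 0 at the single time points (1449 with an unadjusted p under 0.05 at 24 hpf) and 3 with an interaction. With E+ 24 hpf replicate 3 also left out, these numbers were 222, 86 and 63, then 150, 80 and 0 (1639 with an unadjusted p under 0.05), and 4. The newer quasi-likelihood method gave 970, 320 and 251, then 539, 350 and 114, and 186. TMM in place of TMMwsp gave 573 DE genes, of which 559 were the same genes.

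Across the 24 fits that each left out 1 pool, the number of DE genes ranged from 489 to 901, with 166 to 306 higher and 116 to 236 lower at all 3 time points. The single time points gave from 230 to 558, from 84 to 292 and from 20 to 68 genes, and the interaction from 90 to 258. The separation of the diets ranged from 0.0241 to 0.0832 at 12 hpf, where p rose above 0.05 in the 4 fits that left out an E– 12 hpf pool (up to p = 0.257, exact permutation test). At 24 hpf it ranged from -0.00616 to 0.104 and was not kept in 4 fits (up to p = 0.543, exact permutation test). It changed sign there without E+ 24 hpf replicate 2, 3 or 4. Leaving out a pool of 1 diet gives the pairs of the other diet more weight in the same-diet mean. E– pools lay farther from their own group than E+ pools at 24 hpf, and most E+ pools did so at 12 hpf. These fits thus cannot tell a fragile separation from unequal spread. At 18 hpf the separation stayed above 0 with p = 0.0286 (exact permutation test) in all 24. With all genes in the distances, the 3 separations kept their direction and their p.

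The 4 genes given by identifier kept their direction and stayed under the FDR threshold in all 32 alternative fits.

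For most of these changes the cause was not tested. The effect of the gene filter was examined with regroupings of the pools, which are described with the other observations. The alternatives for the gene sets and for the genes of Figure 5A were not run, because the identifiers used here carry no gene names. Depth limits the largest fold changes, which rest on genes with few reads.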

Differences from the paper's values

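The number of DE genes was 573 against the paper's 285. Of the alternatives set before the data were examined, DESeq2 (421 genes), filterByExpr (220), an FDR of 0.05 (373) and a log2FC of at least 1 in size (215) came within 1.5-fold of the paper's number. The lane term (849), the replicate block (841), an FDR of 0.25 (1190), the adjustment without genes below the lower quartile of average expression (681), Bonferroni adjustment (90) and the 24 fits that each left out 1 pool (489 to 901) did not.

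The DE genes were 19.2% of the genes with an unadjusted p under 0.05, against the paper's 12%. DESeq2 (15.8%), filterByExpr (9.69%), an FDR of 0.05 (12.5%) and the fit without E– 12 hpf replicate 1 (17.7%) came within 1.5-fold of it, and the other alternatives set before the data were examined did not.

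Genes higher in E– embryos at all 3 time points numbered 195 against the paper's 110. DESeq2 (132), filterByExpr (82), a log2FC of at least 0.1 in size at every time point (161) and an FDR of 0.05 (132) came within 1.5-fold, and the other alternatives set before the data were examined did not.

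Genes lower in E– embryos at all 3 time points numbered 147 against the paper's 80. DESeq2 (119), filterByExpr (66), a log2FC of at least 0.1 in size at every time point (114), an FDR of 0.05 (108) and the fit without E– 12 hpf replicate 1 (116) came within 1.5-fold, and the other alternatives set before the data were examined did not.

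The fit of the 22796 genes of highest average expression was chosen after seeing the values, from the number of genes the paper gives. It gave 203 DE genes, 8.3% of the genes with an unadjusted p under 0.05, with 82 higher and 57 lower, all within 1.5-fold of the paper's values. With E+ 24 hpf replicate 3 also left out, likewise chosen after seeing the values, the numbers were 222, 8.86%, 86 and 63. TMM normalization (573) and the newer quasi-likelihood method (970), both added after seeing the data, did not come within 1.5-fold of the paper's number of DE genes. Swapping only replicate 2 at 12 hpf, a regrouping against the labels that was fitted after seeing the values, gave 341 DE genes with 107 higher and 84 lower in the fit of 22796 genes, also within 1.5-fold of the paper's. With labels as given and E+ 24 hpf replicate 3 left out, 1933 of 1999 genes in the paper's appendix matched at all 3 time points, 12 hpf among them. That argues against such a swap behind the appendix values. The paper's numbers of genes analysed and of genes with an unadjusted p under 0.05 lay within 1.5-fold of those found here.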

Other observations

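The tests in this part were chosen or worded after the results they bear on had been seen, although regrouping the pools was planned from the start, except for the score of the 12 hpf pools, whose outcome was predicted before it was computed. The pools were regrouped by swapping E+ and E– pools of the same replicate number within each time point, in 100 drawings that included the real grouping. All regroupings parted the same replicate pairs as the real one. Among the drawings the real grouping alone, 1 of 100, reached 573 DE genes, and the others had a median of 98 and a highest of 546. The drawings did not hold the regrouping that swaps only replicate 2 at 12 hpf. Fitted on its own, chosen after seeing the results at 12 hpf, it gave 762 DE genes, and 341 against 203 in the fit of 22796 genes. Genes higher and lower at all 3 time points were then 221 and 163. The real grouping therefore does not give the most DE genes of all regroupings, and the shares of 100 given here are those of the drawings only. Genes with an unadjusted p under 0.05 were as many in 2 of 100. Genes higher at all 3 time points, and genes lower at all 3, were as many in 1 of 100 each. In the fit of 22796 genes, 2 of 100 drawings gave as many DE genes, and the other drawings had a median of 1. The drawing that gave 213 there differed from the real one only in the swap of replicate 3 at 24 hpf.

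A drawing can keep the real grouping at some time points. In the 72 drawings that kept it at none, the median number of DE genes was 40 (highest 400) when all genes with reads were fitted. It was 0 (highest 110) in the fit of 22796 genes. Both highest values came from drawings in which replicate 2 was the only pair swapped at 12 hpf, a swap whose effect was not explained. Those of the 72 without replicate 2 swapped at 12 hpf gave at most 58 and 1 DE genes in these fits. A drawing that swaps 1 pair at a time point also keeps part of the real contrast, so the drawings are not free of the diet difference. The larger numbers of the unfiltered fit could arise if genes of low count lowered the spread that the model gives to other genes. Some of its additional DE genes may then be false and its adjusted p-values too small. Its number of DE genes is better read beside the 203 to 220 genes of the filtered fits.

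At single time points there are only 8 such groupings, too few for a share under 0.05. At 12 hpf, 2 of 8 groupings gave as many DE genes as the real one. The other, which swapped E+ and E– replicate 2, gave 554 against 338. The same swap raised the number in each grouping it was added to, from 62 to 172 with replicate 3 also swapped, from 79 to 312 with replicate 4, and from 5 to 48 with both. Same-numbered pools share a lane, so none of these groupings can follow the lanes. At 18 hpf 1 of 8 did (177 genes, and at most 4 in the others), and at 24 hpf 1 of 8 (26, and at most 7 in the others). The labels were used as given, and no pool was moved.

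An exchange of the labels of the replicate 2 pools at 12 hpf was considered as a candidate explanation. The 12 hpf pools were scored on 263 genes chosen from the 18 and 24 hpf pools alone (edgeR, FDR under 0.1 and the same direction at both). The scores of the other E– pools ranged from 0.12 to 0.25 and those of the other E+ pools from -0.33 to 0.08. E– replicate 2 scored -0.06 and E+ replicate 2 -0.15, a difference of 0.0953 in the direction of the labels, although E– replicate 2 lay within the range of the E+ pools. The share of reads on more than 1 gene was 1.23% in E– replicate 2 and 1.44% in E+ replicate 2, a difference of -0.211 percentage points, in the direction of the other pools. Neither value was that predicted for exchanged labels. Each rests on a single pair of pools. Leaving out E– 12 hpf replicate 2 gave 558 DE genes at 12 hpf, and leaving out E+ 12 hpf replicate 2 gave 499, against 338 with all pools. Leaving out another 12 hpf pool gave from 230 to 425. The number thus also rose when either replicate 2 pool was removed, without an exchange of labels. Why the swap raised the number of DE genes was not found.

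The lanes were compared with other ways of dividing the pools of each group. In 31 of 40 divisions, as many genes or more differed as between the lanes. The lane effect was thus no larger than that of an arbitrary division.

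A difference in developmental progress between the diets could change many genes at once. Pools were placed along the change in expression between the other 2 time points, over 10740 genes. The position of E– minus that of E+ pools, as a share of that change, was -0.0465 at 12 hpf (exact permutation test, p = 0.371), 0.0245 at 18 hpf (p = 0.0857) and 0.00296 at 24 hpf (p = 0.743). No shift was found at this number of pools, and a small one cannot be excluded.

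The log2FC values of 1999 genes in the paper's appendix were set against the fits made here. With all pools, 140 of them lay within 0.03 of a gene's values at all 3 time points while the next gene was at least 5 times farther. Without E+ 24 hpf replicate 3, 1933 did. The next best pool to leave out gave 126, and scrambled values gave from 11 to 25. This is consistent with appendix values made without that pool. The paper's text gives 4 pools per group and names no excluded pool. No gene was named from this comparison.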
